A study of Mus musculus with 564 samples. Its data were reported in "An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors" (2024).

How the data were processed

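The samples were bone marrow-derived macrophages (BMDMs), primary cells differentiated from wild type mouse bone marrow. They were pre-treated with vehicle (DMSO) or with 1 of 58 clinical kinase inhibitors (CKIs) and then left unstimulated (UT) or stimulated for 30 min, 1 h, 2 h or 4 h with lipopolysaccharide (LPS), a bacterial ligand of TLR4, or with the cytokine interleukin 4 (IL-4), each at 10 ng/mL. Histone H3 acetylated at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was measured by ChIP-seq in 564 libraries. Groups were taken from the treatment label of each sample. The label of the unstimulated samples names 4 h without stimulus and their title names time 0, and they were used as the start of both time courses. The numbers 1 and 2 in the DMSO titles were taken as replicate numbers. A title suffix b marks a further library of the same CKI, stimulus and time, and such pairs were treated as separate samples of 1 group. The labels do not tell whether it comes from another culture or from the same chromatin.

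Upstream of the deposited table, the authors removed adapters, trimmed single-end reads to 51 bases and mapped them to the mouse genome build mm10 with ShortStack. They describe counting reads in a fixed window around the summits of ATAC-seq peaks, each window standing for a cis-regulatory element (CRE), and multiplied each library by a scaling factor taken from peaks that did not vary between libraries. ShortStack can place reads that match several positions by the reads around them, so values at repeated sequence depend on that placement. The deposited values are normalized read counts that the authors rounded to whole numbers, and they were treated as a score and not as raw counts. In most libraries they lie on an evenly spaced comb, and the spacing is the value of 1 read after scaling. The table holds 59190 CREs on 21 chromosomes, and no CRE extends past the end of its chromosome in the mm10 reference used for annotation. Their width varies, with a median of 1652 bp and a maximum of 61924 bp, so they are not windows of 1 fixed width, and how they were formed is not given in the sources used here. Because raw counts were not used here, count models were not applied.

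The value of 1 read was estimated for each library from the spacing of its values. A spacing was kept where it raised the mean log-likelihood per value by at least 0.01, which gave 555 libraries, and 9 libraries, among them both DMSO UT libraries, were left without one. The total of a library divided by this value was taken as its number of reads in CREs. In 40 simulated libraries whose reads were worth more than 1, the spacing was recovered in 40. Spacings below 1, which give the highest read numbers, were not simulated, so these estimates carry no such check. As a measure of contrast between strong and weak CREs, the median value of the strongest 10% of CREs was divided by that of the weakest 10%, with CREs ranked by their mean over libraries.

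In the column order of the deposited table, the CKIs fall into 6 consecutive runs that share no compound, with 10, 10, 10, 10, 8 and 10 CKIs, and DMSO lies outside them. The labels give no batch. The runs were used only as a technical batch, after it was seen that depth and contrast differed between them, and never to assign a group.

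Differences were tested with limma 3.58.1 in R 4.3.3 (linear models with moderated variances and a mean trend) on log2(value + 5), so a log2 difference understates the change of low CREs. CREs with a mean value of at least 10 over the libraries of a comparison were tested, and p-values were adjusted after Benjamini and Hochberg. LPS-regulated and IL-4-regulated CREs were called in the 10 DMSO libraries of each time course by a moderated F-test over the 4 times against UT, at an adjusted p under 0.01 and an absolute log2 difference over 1 at 1 or more times. The study used an impulse model for this step with the same thresholds. CREs that differ between stimuli were called in all 18 DMSO libraries, by the same test over the 4 contrasts of LPS against IL-4. The effect of a CKI was 1 coefficient against DMSO, averaged over the times, in a model with time and compound as factors over all 324 LPS and UT libraries or all 315 IL-4 and UT libraries. It was called at an adjusted p under 0.05 and an absolute log2 difference over 0.5, with adjustment within each CKI. Most CKIs have 1 library per time, so the spread came from all compounds together.

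A multiple factor analysis (MFA) was rebuilt from the description of the study. Values were standardized per CRE, each of 59 compounds formed a table of times, tables were weighted by the inverse of their first eigenvalue, and components were kept when fewer than 1% of 100 column permutations reached their variance. The natural log of the distance between a CKI and DMSO in the partial factor scores was standardized by a normal fit, and minus log10 of its upper tail was the perturbation score, read as perturbed above 1. By this construction 10% of a normal distribution lies above 1.

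The similarity of 2 CKIs was the Pearson correlation of their log2 differences from DMSO across stimulus-regulated CREs. CREs are not independent replicates, so tests shuffled labels over CKIs (2-sided, 100000 resamples, seed 11). Designated target families were assigned by hand, and 12 families had 2 or more CKIs. For the JAK family (BMS911543, Filgotinib, Momelotinib, Pacritinib, Ruxolitinib and Tofacitinib), 6 CKIs were compared with the others at 3 sets of CREs. These were LPS-induced CREs with their highest DMSO value at 2 h or 4 h against those with it at 30 min or 1 h, IL-4-induced CREs, and CREs within 10 kb of a transcription start of 30 interferon-induced genes against those of 20 NF-kB target genes. Tests that compare groups of CKIs are permutation tests. XL413 has no LPS library at 2 h or 4 h. It was left out at the interferon and NF-kB genes and at single CREs after LPS, and kept with its other times elsewhere, including late against early LPS-induced CREs, with an alternative without it.

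The design, the alternatives and the rule for naming CREs and CKIs were chosen before the data were examined, except where a later choice is stated. The named CREs are the 3 largest rises and 3 largest falls among LPS-regulated CREs, the 2 and 2 among IL-4-regulated CREs, with both replicates changed in the same direction, the CREs at the stimulus-controlled and negative qPCR loci of the study, and the strongest CRE within 5 kb of a transcription start of Nfkbia, Rsad2, Mx1, Ogfr, Susd6, Hk3, Ifnb1 and Brinp3. No CRE of the table overlapped the negative qPCR locus or lay within 5 kb of a Brinp3 transcription start. The named CKIs are the 5 with the most and the 3 with the fewest calls per stimulus, the JAK inhibitors, Midostaurin, Mubritinib, BGT226 and TG100572, and their nearest neighbours. For named CREs, every word of 51 bases was counted in the genome to measure how much of the sequence is repeated.

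Alternatives covered the pseudocount (1), the filter, rescaling of each library by its median ratio to the geometric mean, the log2 threshold (0.5 in the time courses, none for CKIs), a replicate block, leaving out each DMSO library, 1 DMSO replicate alone as the reference, choosing CREs and comparing CKIs in different DMSO replicates, the mean of all compounds as the reference, leaving out UT libraries or libraries with the suffix b, a fit of DMSO and 1 CKI alone, a score over 2, Spearman correlation and a 50 kb window. Quantile normalization, profiles centred on the run mean, comparisons within column runs and leaving out XL413 or each JAK inhibitor were added after the data had been seen.

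The methods were tested on simulated data. With 200 of 50697 CREs changed by 2 on the log2 scale at 2 h and 4 h, the LPS time course test called 72.5% of them and 0 unchanged CREs. The IL-4 time course test called 81.0% of 200 among 47018 CREs, and 0 unchanged CREs. With 5 CKIs changed by 2 at 200 of 27126 CREs after LPS, 99.0% of the changed pairs were called and 4.72% of the calls were false. For IL-4, with 11605 CREs, these values were 100% and 5.48%. The CKI simulations drew independent noise around 1 mean per CRE. They held no runs, no differences in contrast and no general difference between DMSO and CKI libraries. Their shares of false calls therefore do not carry over to the calls in the real values. The permutation test gave p under 0.05 in 5.30% of 1000 null data sets, and in 5.60% when labels were shuffled within runs. For the MFA score after IL-4, simulated on 5000 CREs, the first simulation moved CREs equally at all times, and the score missed them. Moves of 4 SD of the noise were then also simulated along the shared time course. The score passed 1 at 76.5% of 200 CREs moved along the course and at 2.00% of those moved equally at all times. Moves of 6 SD gave 96.0% and 1.50%. These simulations kept 2 components, where the analysis of the real values kept 8 after each stimulus, and the score after LPS was not simulated, so how the score treats a constant shift in the real values is not known. Unmoved simulated CREs passed 1 in 1 or more compounds in 64.8% of cases. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the remaining steps.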

Results

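The dataset held 564 H3K27ac ChIP-seq libraries of mouse BMDMs, 18 from cells pre-treated with DMSO and 546 from cells pre-treated with 1 of 58 CKIs. Of all libraries, 249 were stimulated with LPS, 240 with IL-4 and 75 were UT. The DMSO libraries formed 9 groups of 2 replicates, covering UT and 4 times after each stimulus. Among the CKIs, 474 groups of compound, stimulus and time held 1 library and 36 held 2, and each CKI had between 6 and 13 libraries. Single libraries of a CKI carry no replicate error of their own. Values are normalized read counts per CRE as scaled by the authors, and the same 59190 CREs were measured in every library. Of these CREs, 12866 (21.7%) had their centre within 1 kb of the transcription start of a protein-coding gene.

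The scaled totals ranged from 4066894 to 12391409 per library, with a median of 6685222, and do not give the sequencing depth. From the value of 1 read, the 16 stimulated DMSO libraries held an estimated 2346043 to 5408907 reads in CREs, with a median of 4285203. The CKI libraries held an estimated 344944 to 2.95e+07, with a median of 1877896. The smallest was the 30 min LPS library of PH797804, where 12451 CREs were at 0 against a median of 114 in the other CKI libraries. Contrast differed as well. The ratio of the strongest to the weakest 10% of CREs lay between 53.0 and 134 in the DMSO libraries and between 3.34 and 67.2 in the CKI libraries, with medians of 75.1 and 17.6. Between the 6 runs of CKIs in column order, the median of the estimated reads ranged from 893521 in run 1 to 4520389 in run 4, and the median contrast from 11.2 in run 1 to 35.1 in run 4. The runs held 87.9% of the variance of the estimated reads between CKIs and 67.7% of the variance of the contrast, against 8.87% and 8.83% with shuffled runs (permutation p 1e-04 for both, the smallest that 10000 shuffles can give).

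**Figure D1:**
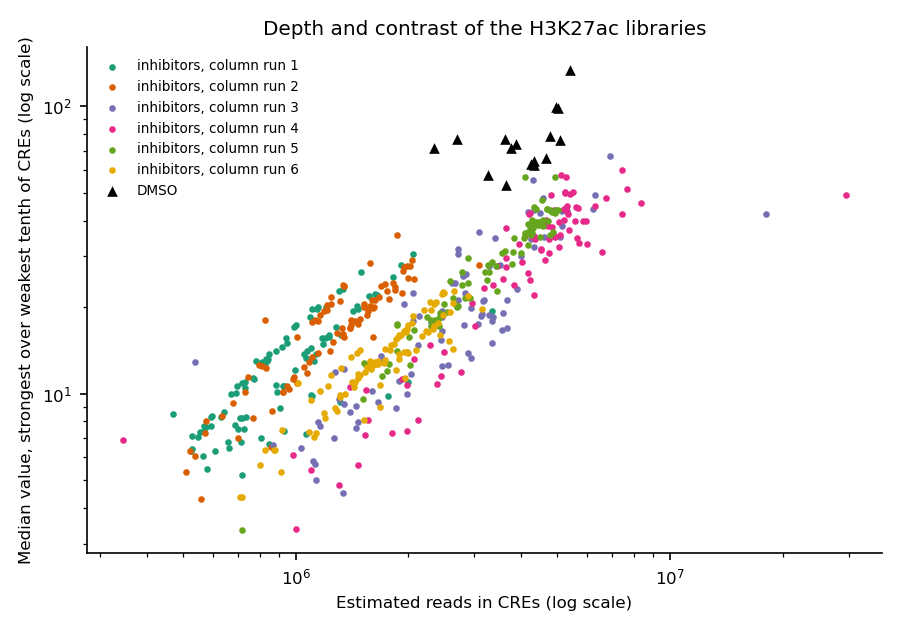
Each point is a library with a resolved spacing (555 of 564), with its estimated reads in CREs on the x axis and the ratio of the median value of the strongest to the weakest 10% of CREs on the y axis, both on log scales. Black triangles are DMSO libraries, which lie between 53.0 and 134, and circles are CKI libraries coloured by their run in column order, which lie between 3.34 and 67.2.

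DMSO replicates of 1 group correlated across CREs with r between 0.960 and 0.982, and their log2 values differed with an SD between 0.33 and 0.45. With estimated reads, the mean chi-square per CRE was 1.21 to 1.67 in 8 DMSO pairs and 1.42 to 15.2 in the 36 pairs of CKI libraries with and without the suffix b, above the 1 that sampling of reads alone would give. At most this sets aside repeated sequencing of 1 library. Whether a library with the suffix b comes from another culture or from the same chromatin is not known, and all libraries were counted separately. The DMSO UT pair has no estimated reads and was not tested in this way.

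The DMSO time courses asked which CREs respond to each stimulus. After LPS, 27126 of 50697 tested CREs (53.5%) were called, 14679 higher and 12447 lower than UT at the time of their largest difference. The alternative that moved this count most was quantile normalization of the libraries, chosen after the data were seen, with 20336 CREs. The number over the log2 threshold grew from 8293 higher and 6707 lower at 30 min to 10749 and 9737 at 2 h, with 10342 and 7815 at 4 h. The largest rise was at an intergenic CRE on mm10 chromosome 12 from 119105653 to 119108663, 131612 bp from the nearest protein-coding transcription start, that of Itgb8. It went from 3 ± 2.83 (SD, n = 2) normalized reads in UT to 754 ± 50.9 at 2 h, a log2 difference of 6.61 ± 0.21 (SE) with an adjusted p of 1.36e-24. The next rises were on chromosome 18 from 74869000 to 74870984, nearest to Acaa2 and intergenic (6.58 at 4 h), and on chromosome 1 from 135812468 to 135816512, intergenic and 4108 bp from the start of Lad1 (6.41 at 2 h). The largest fall covered an exon of the immunoglobulin segment Ighv1-53 on chromosome 12 from 115157538 to 115159278, where 66.8% of the 51-base words occur more than once in the genome. It fell by 4.73, from 168 ± 25.5 to 1.5 ± 0.707 at 1 h. The CRE in an intron of Slco2b1, on chromosome 7 from 99673549 to 99675934, fell by 4.60, and that in an intron of Foxp1, on chromosome 6 from 99433837 to 99437369, fell by 4.54. Both falls were at 2 h.

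After IL-4, 11606 of 47018 tested CREs (24.7%) were called, 6415 higher and 5191 lower. The kinetics differed in direction. At 30 min, 5030 CREs were higher and 922 lower, and at 2 h 4065 were higher and 3857 lower. This count depended on the threshold, with 19669 CREs at an absolute log2 difference over 0.5, and on the scaling, with 6054 after quantile normalization. The largest rises were at neighbouring intergenic CREs on chromosome 14. The CRE from 43938163 to 43939804, nearest to Gm8113, went from 4.5 ± 3.54 to 630 ± 72.8 at 4 h (log2 difference 6.11 ± 0.17, adjusted p 4.80e-32). That from 43966528 to 43968242, 4902 bp from the start of Ang5, went from 6 ± 1.41 to 727 ± 18.4 (6.06 ± 0.15). Repeated 51-base words made up 43.7% and 16.3% of these CREs. The CRE with the largest fall overlapped an untranslated region of Tcte3 on chromosome 17 from 15040596 to 15042348. It was listed at 0 in both 1 h libraries, against 184.5 ± 23.3 in UT and 196 ± 9.90 at 2 h, so no fold is given. Of its words 98.4% are repeated, and it was listed at 0 in 208 of all 564 libraries, more often in CKIs with fewer estimated reads. The next fall, at an intergenic CRE on chromosome 5 from 137862773 to 137864464 near Pilrb2, was by 3.13 at 2 h, with 52.3% of its words repeated.

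**Figure D2:**
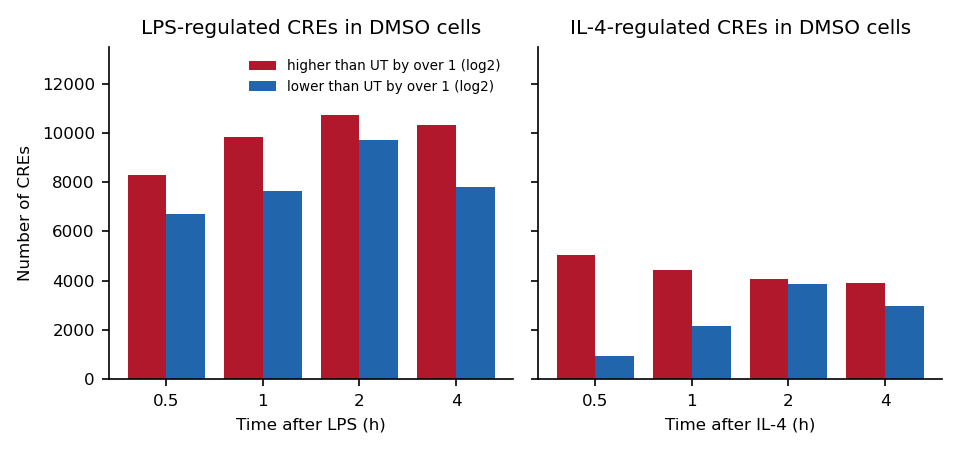
Bars count the LPS-regulated (left) and IL-4-regulated (right) CREs whose mean over 2 DMSO replicates was higher (red) or lower (blue) than UT by over 1 on the log2 scale, by time in hours. After LPS both directions were counted from the first time on, 8293 and 6707, while after IL-4 lower CREs numbered 922 at 30 min and 3857 at 2 h.

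LPS and IL-4 drive macrophages into different states, and the direct comparison of the stimuli in DMSO cells called 29544 of 50587 CREs as different at 1 or more times. The alternatives gave 22506 to 36150. Both stimuli regulated 7407 CREs, 63.8% of the IL-4-regulated ones, where independent calls would give 5792, from 23894 LPS-regulated and 11045 IL-4-regulated CREs among the 45568 tested in both. Of these, 2509 were higher after both, 3003 lower after both, 994 higher after LPS and lower after IL-4, and 901 the reverse. The comparisons share the UT libraries. In simulated unchanged groups against those libraries, limma called 0 CREs after both stimuli, and the 4 h differences correlated with r = 0.503 across CREs. The observed correlation was 0.204, and with separate UT libraries for the stimuli it was 0.188 or 0.158.

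The CRE at the LPS-controlled qPCR locus lies in an intron of Fpr3 on chromosome 17 from 17898654 to 17902758. It rose from 106 ± 19.8 to 1627 ± 36.8 normalized reads 2 h after LPS (log2 difference 3.89 ± 0.11) and fell by 1.66 ± 0.25 after IL-4. The CRE at the IL-4-controlled locus, intergenic and 2188 bp from the start of Il1rl2 on chromosome 1 from 40321234 to 40323610, rose from 35.5 ± 2.12 to 325.5 ± 3.54 at 2 h of IL-4 (3.03 ± 0.14). After LPS it fell by 1.40 ± 0.34, a call that was lost without replicate 2 of the 4 h LPS group (where it fell by 1.17, with an adjusted p of 0.0392, in a range from 3.24e-06 over the alternatives). Among CREs chosen by gene, log2 differences after LPS were 3.67 ± 0.17 at Ifnb1 (1 h), 3.09 ± 0.17 at Rsad2 (2 h), 2.55 ± 0.12 at Mx1 (4 h), 1.60 ± 0.13 at Ogfr (2 h) and 1.57 ± 0.08 at Nfkbia (4 h), all called. The CREs of Susd6 (0.69 ± 0.11) and Hk3 passed the adjusted p but not the log2 threshold. Hk3 changed direction, from 719 ± 53.7 normalized reads in UT to 379 ± 17.0 at 30 min (-0.91 ± 0.10), 860 ± 15.6 at 2 h and 1125.5 ± 53.0 at 4 h. None of these 7 CREs was called after IL-4. At Ifnb1 the fall by 1.11 after IL-4 had an adjusted p of 0.0354 and was called when all 18 DMSO libraries entered the fit (adjusted p 0.00141, in a range up to 0.220).

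The next question was how CKIs change H3K27ac at stimulus-regulated CREs. Against DMSO, 375581 CRE and CKI pairs were called after LPS over 58 CKIs and 27126 CREs, of which 20.4% were lower than DMSO. The median CKI had 5764 calls. DMSO replicate 2 against replicate 1 in the same limma model gave 0 calls, with 22 CREs at an unadjusted p under 0.05, and in a fit of the DMSO libraries alone 6 calls and 1362 CREs at that p. For Afatinib, whose full set of b libraries allowed it, libraries with the suffix against those without gave 254 calls, a background chosen after the data were seen, and the sets gave 9844 and 4929 calls against DMSO. The direction depended on the scaling and the reference. Rescaled values gave 351726 calls with 37.8% lower, quantile normalization 60801 with 72.5% lower, and the mean of all compounds as the reference 35055 with 64.2% lower. Against that mean, DMSO itself had 9067 calls, more than any CKI. With DMSO replicate 1 alone as the reference, 222932 pairs were called.

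All 58 CKIs had a median log2 difference above 0, from 0.11 to 0.47. The direction followed the level of the CRE. With CREs split into 5 equal groups by DMSO mean, 0.120% of calls were lower in the lowest group, where the median difference was 0.81, and 94.2% in the highest, where it was -0.21. Omipalisib (13025 calls), Bafetinib (13018), Neratinib (12848), Losmapimod (12605) and PH797804 (12454) had the most calls after LPS, and Selumetinib (530), ONO4059analogue (380) and Refametinib (372) the fewest. The number of calls fell with the estimated reads of a CKI (r = -0.641, rho = -0.595, both with p 1e-05; r = -0.634 without the 2 farthest CKIs) and with its contrast (r = -0.856, rho = -0.843, both with p 1e-05; r = -0.836). Centred within runs, r was -0.727 and -0.814, and it was negative in 6 of 6 runs for both measures, from -0.941 to -0.152 and from -0.957 to -0.290. The contrast is computed from the same values as the calls.

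After IL-4, 183187 pairs were called over 11605 CREs, of which 18.6% were lower. The median CKI had 3189 calls, and DMSO replicate 2 against replicate 1 gave 0 limma calls with 6 CREs at an unadjusted p under 0.05 (0 and 663 in the DMSO libraries alone). Rescaling gave 172492 calls with 34.1% lower, quantile normalization 40119 with 79.3% lower, and the mean of all compounds 25077 with 40.9% lower. Silmitasertib (6109 calls), X396 (5631), Omipalisib (5481), Neratinib (5417) and Talmapimod (5204) had the most calls, and GSK461364 (756), ONO4059analogue (654) and VX702 (630) the fewest. Calls again fell with the estimated reads (r = -0.822, rho = -0.812; r = -0.806 without the 2 farthest, -0.666 within runs) and the contrast (r = -0.905, rho = -0.880; r = -0.902 and -0.800). The permutation p was 1e-05 for each pooled r and rho, and 1e-04 for each of the 4 values within runs, the smallest that 100000 and 10000 shuffles can give. Adjustment over the 4 relations, after LPS and IL-4, left them at these values.

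**Figure D3:**
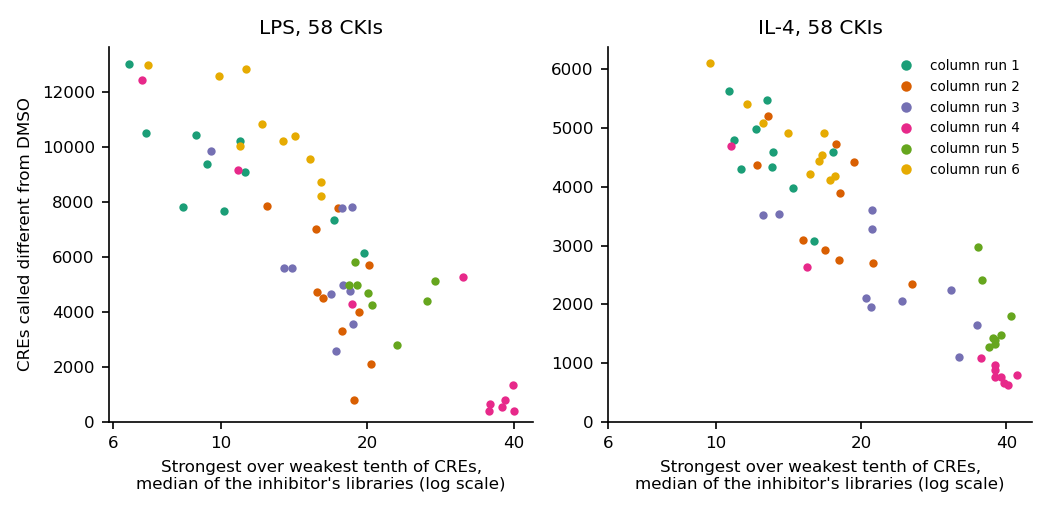
Each point is a CKI, with the median ratio of the strongest to the weakest 10% of CREs over its libraries on the x axis (log scale) and its number of CREs called different from DMSO on the y axis, after LPS (left) and IL-4 (right). Colours mark the runs in column order, and calls fell as the ratio rose, with a pooled r of -0.856 and -0.905.

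The MFA score measured perturbation of the kinetics of each CRE. Kept components numbered 8 after each stimulus, with 65.0% of the variance after LPS and 58.5% after IL-4. At least 1 CKI perturbed 87.7% of LPS-regulated CREs and 90.0% of IL-4-regulated CREs. Of the perturbation events, 57.7% were lower than DMSO after LPS and 64.0% after IL-4, while most calls by time-averaged log2 differences were higher. These directions are unlike measures. That of the score came from standardized values without a log, averaged over the times that each compound had. XL413, without LPS at 2 h or 4 h, was thus set against a full DMSO course, with 1441 events lower and 532 higher. DMSO replicates scored against each other gave 0 CREs over the threshold, but their distances are those between libraries of high contrast. Values shuffled over the libraries of each CRE gave shares of 95.2% and 97.5%, and 10% of scores lie above the threshold under the normal fit, which gives 99.8% for 58 independent CKIs. A threshold of 2 gave 32.9% after LPS and 20.9% after IL-4. The most strongly affected CKI had 11741 perturbed CREs after LPS and the least affected 741, with a median of 1944.5. After IL-4 these values were 2979, 357 and 933.5.

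To ask whether CKIs with the same designated target resemble each other, profiles were correlated between CKIs. All profiles were similar, with a mean r of 0.737 after LPS and 0.744 after IL-4, where simulated unchanged CKIs against the same DMSO libraries gave 0.133 and 0.140. After LPS, the mean r was 0.756 over 88 pairs of the same family and 0.736 over 1565 other pairs, a difference of 0.0198 (permutation p 0.190, adjusted over the 2 stimuli 0.380). After IL-4 the difference was 0.00101 (p 0.933, adjusted 0.933). Within runs, with 13 pairs of the same family, the differences were -0.00255 and 0.00095 (p 0.902 and 0.965). With profiles centred on the run mean, the IL-4 difference was 0.0454 (p 0.00351) and the LPS difference 0.0255 (p 0.136). Similarity followed the runs. The nearest neighbour belonged to the same run for 47 of 58 CKIs after LPS and for 50 after IL-4, against 8.89 and 8.88 with shuffled runs (permutation p 1e-05 for both, the smallest possible), and to the same family for 5 CKIs after each stimulus. Pairs of the same run had a mean r of 0.817 after LPS and 0.831 after IL-4, and pairs of different runs 0.723 and 0.728.

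**Figure D4:**
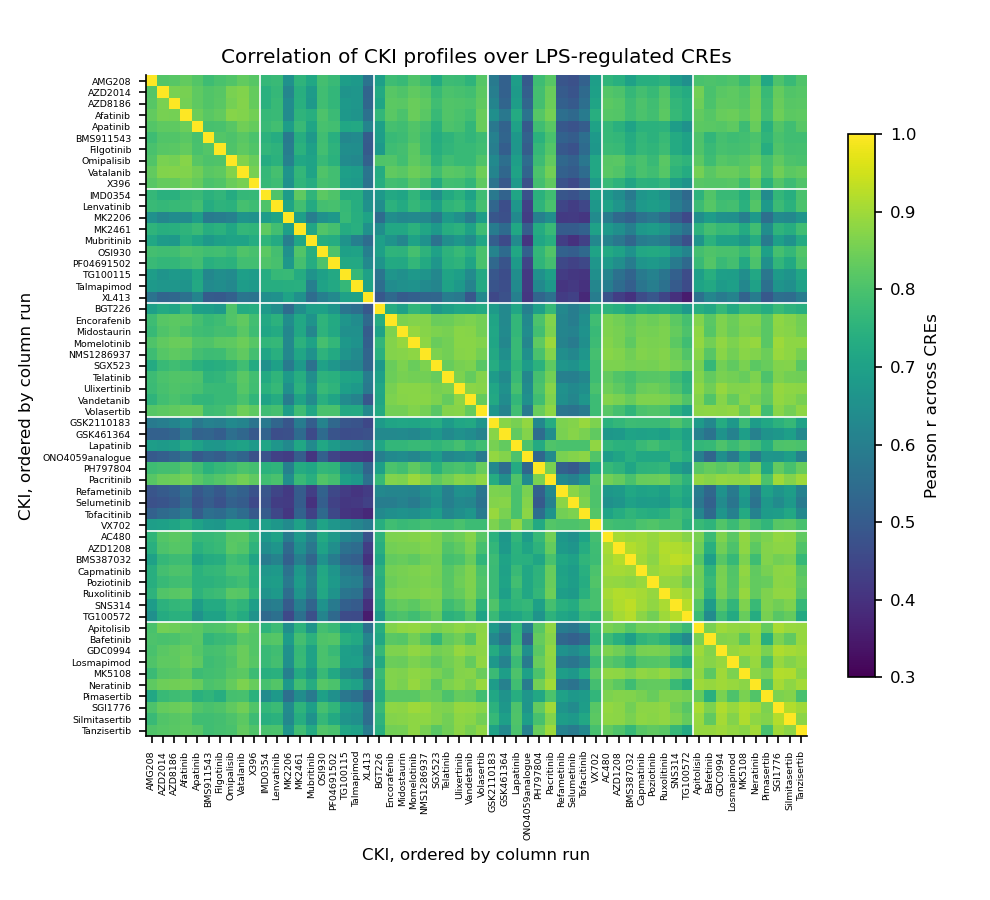
The heat map shows the Pearson correlation across LPS-regulated CREs of the log2 differences from DMSO for each pair of 58 CKIs, ordered by run in column order with white lines between runs. Blocks along the diagonal hold pairs of the same run, with a mean r of 0.817 against 0.723 for other pairs.

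For the pairs singled out by the study, Momelotinib was the nearest of 57 neighbours of Midostaurin after LPS (r = 0.889), and Midostaurin ranked 3 from Momelotinib, whose nearest neighbour was SGI1776. Both were in run 3, and with profiles centred on the run mean the ranks were 26 and 23. Subtracting a mean that holds both members lowers the correlation of pairs of the same run by construction, so these ranks do not compare with the others. Filgotinib ranked 3 from BMS911543 (r = 0.813) and BMS911543 ranked 7 from Filgotinib. Both were in run 1, and centring gave 13 and 6. Momelotinib ranked 6 from BMS911543 after LPS (r = 0.808) and BMS911543 ranked 36 from Momelotinib. After IL-4, Momelotinib ranked 3 from Midostaurin (r = 0.842) and Midostaurin ranked 19 from Momelotinib. Filgotinib ranked 23 from Momelotinib (r = 0.832) and Momelotinib ranked 6 from Filgotinib. The nearest neighbour after LPS was Omipalisib for BGT226, IMD0354 for Mubritinib, SNS314 for TG100572, Vatalanib for BMS911543, Afatinib for Filgotinib, GSK2110183 for Tofacitinib, AZD1208 for Ruxolitinib and Neratinib for Pacritinib.

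JAK kinases transmit IL-4 signals and the interferon feedback that acts late after LPS. At 8730 late minus 5949 early LPS-induced CREs, the mean log2 difference from DMSO was -0.20 ± 0.04 (SD, n = 6) for JAK inhibitors and -0.08 ± 0.14 (n = 52) for the others, a difference of -0.12 (permutation p 0.0419, adjusted over the 3 JAK tests 0.0628). The others include XL413, whose value rests on its 30 min and 1 h libraries alone and was the highest of 58 at 0.49. Without it, a later choice, the difference was -0.11 (permutation p 0.0301). Compared with the others of their run, the difference was -0.08 (permutation p 0.00167, adjusted 0.00501), and 6 of 6 JAK inhibitors lay below the mean of their run. At 6415 IL-4-induced CREs, JAK inhibitors lay at -0.07 ± 0.11 and the others at 0.08 ± 0.14, a difference of -0.15 (permutation p 0.0110, adjusted 0.0329). Within runs it was -0.09 (permutation p 0.0174, adjusted 0.0261), with 5 of 6 JAK inhibitors below their run mean and Momelotinib above it. Filgotinib lay lowest at -0.27 from its run and the next, Tofacitinib, at -0.10. Without Filgotinib the difference within runs was -0.05 (permutation p 0.149). The runs and leaving out a JAK inhibitor were later choices. At 100 CREs of interferon genes minus 80 of NF-kB genes, the difference was -0.04 (permutation p 0.161, 51 other CKIs; within runs -0.04, p 0.174) and was not beyond chance.

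**Figure D5:**
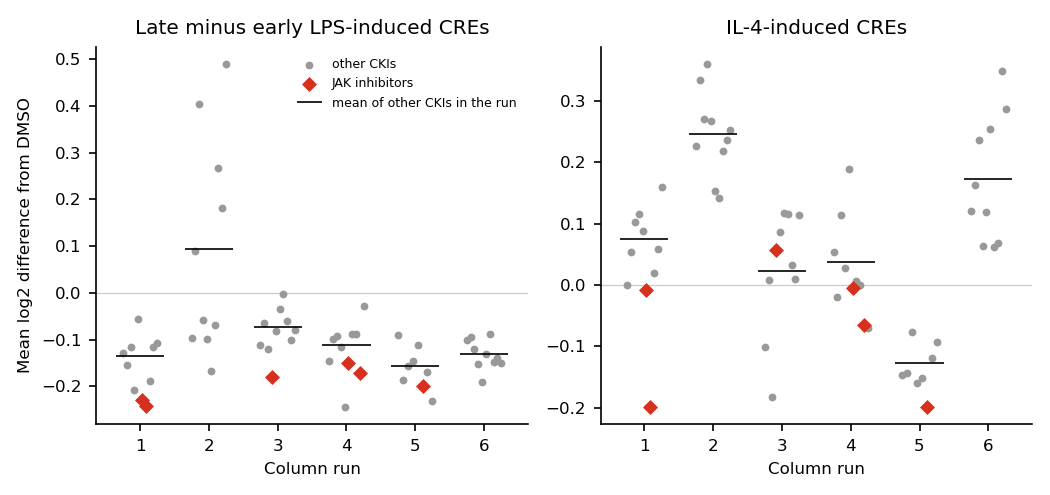
Points are CKIs by run in column order, with the mean log2 difference from DMSO at late minus early LPS-induced CREs (left) and at IL-4-induced CREs (right) on the y axes. Red diamonds are the 6 JAK inhibitors, grey points the other CKIs and black lines the mean of the other CKIs in each run. JAK inhibitors lay below the line in 6 of 6 cases on the left and 5 of 6 on the right.

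At the 9 CREs named by locus or gene, JAK inhibitors did not differ from the others. The lowest permutation p was 0.0954 (adjusted 0.537) at the CRE of Hk3, and within runs this CRE had a difference of -0.32 (p 0.0136, adjusted over the 9 CREs 0.123). At the LPS-controlled locus, 57 of 57 CKIs with these times lay below DMSO, with a mean of -0.86 ± 0.28 for the JAK inhibitors and -0.86 ± 0.34 for 51 others. This is a strong CRE, with DMSO means of 782.5 or more at each LPS time. In the highest of the 5 groups by DMSO mean (188.1 or more), 94.2% of LPS calls were lower, with a median difference of -0.21. The count of 57 therefore does not separate an effect of the CKIs at this locus from that general pattern.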

Values the study reported

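The study reported about 16,500 regions with dynamic H3K27ac after LPS and about 5000 after IL-4. At least 1 CKI was reported to perturb about 85% of the LPS-regulated CREs and about 89% of the IL-4-regulated CREs. The panel held 58 CKIs. The catalogue of CREs held 59,617 elements.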

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

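The column runs, and with them the comparison of JAK inhibitors within runs, and without each JAK inhibitor, were chosen only after the results had been seen.

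JAK inhibitors as a group differed from the other CKIs more at IL-4-induced than at LPS-induced CREs, and 2 of them carried most of this. Within runs, the mean log2 difference from DMSO at IL-4-induced minus LPS-induced CREs differed by -0.0989 between the 6 JAK inhibitors and the others (permutation p 0.0336). Without the runs it was -0.101, and the permutation p of 0.0616 (0.0628 without XL413) was not under 0.05, so the call depends on the comparison within runs. Filgotinib lay at -0.235 and Pacritinib at -0.220 from the others of their run, 3 others between -0.0782 and -0.0516, and Momelotinib at 0.0549. Without Filgotinib the permutation p within runs was 0.143, and without Pacritinib 0.122. Pacritinib lay at -0.0427 from its run at IL-4-induced CREs and at 0.177 at LPS-induced CREs, so its part came mainly from raised LPS-induced CREs. Without the runs, the difference at LPS-induced CREs alone was -0.0534 (permutation p 0.244). Within runs, the JAK inhibitors other than Pacritinib lay between -0.0387 and -0.0076 at these CREs. A batch that follows the runs cannot explain a difference measured within them, and at IL-4-induced CREs the JAK difference had a permutation p of 0.0174 within runs. It kept a permutation p of 0.0104 after the contrast between strong and weak CREs was regressed out. Without Filgotinib these values were 0.149 and 0.0964. For the contrast between the stimuli itself, the regression on contrast was not run, and depth was not tested apart from it. A difference that rests on 2 of 6 compounds gives no ground to name JAK inhibition as its cause, and other targets of these CKIs stay open.

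The stimuli moved some CREs in opposite directions. Of 1895 CREs called after both LPS and IL-4 with opposite signs, 1878 were also called as different between the stimuli in the direct comparison. That test used the same DMSO libraries, so it is not independent evidence. Sharing the UT libraries pulls the differences of both stimuli in the same direction, not apart. With a separate UT library for each stimulus, the correlation of the 4 h differences was still above 0, at 0.158 in the lower of both arrangements. Each DMSO group has 2 libraries and the labels give no batch, so a batch that follows the stimulus was not tested. Opposite regulation by the stimuli, which the design compares, stays open as a biological explanation.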

How the results depend on the processing

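Quantile normalization, profiles centred on the run mean, comparisons within runs and leaving out XL413 or each JAK inhibitor were chosen only after the results had been seen.

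The results of the comparisons were recomputed under 207 alternatives. A test was counted as held with the same direction and side of its threshold, a count within 1.5 times, an MFA share within its 95% binomial interval over CREs, and a pair of CKIs with both ranks equal. For tests on CKIs the threshold was an unadjusted p of 0.05. By these rules 164 held. Of the rest, 8 went from under the threshold to above it and 1 the other way, 8 reversed and 26 moved. By the adjusted p, computed only for the main comparisons and those within runs, the JAK difference at late against early LPS-induced CREs was above 0.05 (0.0628) and moved under it within runs (0.00501). Leaving out each DMSO library in turn gave 24326 to 27361 LPS-regulated CREs, 10199 to 11862 IL-4-regulated CREs and 29128 to 29715 CREs that differ between the stimuli. Where this left 1 library in a group, limma took its spread from the other groups.

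After quantile normalization, 6054 CREs were IL-4-regulated, and with a log2 threshold of 0.5 there were 19669, by construction a looser call. Quantile normalization gave 60801 calls for CKIs after LPS and 40119 after IL-4, with 72.5% and 79.3% lower than DMSO in place of 20.4% and 18.6%. It forces 1 distribution on all libraries and so removes differences in contrast. The mean of all compounds as the reference gave 35055 calls after LPS (64.2% lower) and 25077 after IL-4 (40.9% lower), and by construction it removes what the CKIs share. Rescaling gave 37.8% and 34.1% lower, and it shifted the median CRE between DMSO and CKIs by 0.14 on the log2 scale. Without UT libraries, 30.5% and 25.6% were lower. A single DMSO replicate as the reference gave 222932 to 256513 calls after LPS and 133373 to 137699 after IL-4. The lowest LPS count, over 1.5 times below 375581, was that with replicate 1 alone. Fewer reference libraries raise the standard error of each difference by construction. How much of the fall this explains was not tested.

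The share of CREs with an MFA score over 2 was 32.9% after LPS and 20.9% after IL-4, by construction a stricter call. Rescaled values gave 89.4% after IL-4. With 1 DMSO replicate as the reference the share was 86.3% to 88.3% after LPS and 88.4% to 91.0% after IL-4.

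The difference between pairs of the same and of different target families reversed for LPS within runs (-0.00255) and after quantile normalization (-0.00264). For IL-4 it reversed without UT libraries (-0.00106), with a pseudocount of 1 (-0.000431) and after quantile normalization (-0.00456), and it rose to 0.0454 with profiles centred on the run mean. Its p ranged from 0.121 to 0.902 over the LPS alternatives and from 0.00351 to 0.975 over those for IL-4. The main differences were near 0, and the cause was not tested. At late against early LPS-induced CREs, the JAK difference after quantile normalization was -0.101 with a permutation p of 0.0509, and the cause was not tested. Without XL413 it was -0.106 with a permutation p of 0.0301. Without BMS911543 it was -0.110, without Filgotinib -0.107, without Momelotinib -0.120 and without Ruxolitinib -0.116, with permutation p from 0.0508 to 0.0700. Within runs the p stayed at 0.0128 or less. At IL-4-induced CREs the difference was -0.1283 without Filgotinib and -0.1285 without Ruxolitinib, with permutation p of 0.0502 and 0.0514, and within runs it was -0.0528 without Filgotinib, with a permutation p of 0.149. Over all alternatives the p ranged from 0.00120 to 0.0700 at late against early LPS-induced CREs and from 0.00163 to 0.149 at IL-4-induced CREs.

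For Midostaurin and Momelotinib after LPS, the rank and reverse rank were 1 and 5 with Spearman correlation and without UT libraries, 3 and 1 with profiles as differences from the mean of all CKIs, 26 and 23 with profiles centred on the run mean, and 2 and 2 after quantile normalization. For BMS911543 and Filgotinib they were 3 and 9 with Spearman correlation and with rescaled values, 1 and 1 from the mean of all CKIs, 4 and 15 without UT libraries, 13 and 6 from the run mean, 2 and 8 without libraries of suffix b, 5 and 12 with a pseudocount of 1, 3 and 6 without a filter, and 2 and 2 after quantile normalization. With 1 DMSO replicate as the reference the rank stayed at 3 and the reverse rank was 6 or 7. Centring on the run mean pushes pairs of the same run down by construction. For the other settings the cause was not tested.

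Among 28 values at named CREs, 443 of 448 alternatives changed no call or direction. The CRE of Mx1 after IL-4, not called at 0.08, was -0.00788 with rescaled values and ranged from -0.0351 to 0.196 when DMSO libraries were left out. It was below 0 without UT replicate 2 or without IL-4 1 h replicate 2. The calls gained at Ifnb1 and lost at the IL-4-controlled locus are given in the report. For 23 named CKIs, their nearest neighbours not counted, 390 of 598 counts of calls stayed within 1.5 times and 208 moved further, 46 of them after quantile normalization and 44 with the mean of all compounds. A further 27 moved with DMSO replicate 1 alone and 24 with replicate 2 alone.

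With the replicate number as a block, 27065 LPS-regulated, 11606 IL-4-regulated and 29540 differing CREs were called, of which 26978, 11557 and 29485 were also called without it. The numbers do not pair the DMSO samples. Over 36 pairs of groups, deviations of equally numbered libraries correlated with a mean r of -0.000734, between -0.0873 and 0.0664.

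Depth limits the CKI results. Most CKIs had 1 library per time, and these held a median of 1877896 estimated reads against 4285203 in stimulated DMSO libraries. In the smallest library, 12451 CREs at 0 were not detectable at its depth.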

Other observations

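The following tests were chosen only after the result was seen: regression to the mean, the scaling factor, read numbers and a shared effect for the common pattern of the CKIs, the variance between runs, shared targets within a run, shuffled MFA values, JAK inhibitors within runs and without 1 of them, interferon genes at the early times, sampling and depth at Tcte3, and other splits of the libraries. The limit of 10% in the test of read numbers was also set after its count had been seen.

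The number of LPS-regulated CREs here was 27126. That is higher than the value quoted from the study above. The number of IL-4-regulated CREs here was 11606. That is also higher than the value quoted from the study above. An F-test took the place of the impulse model, and the effect of that change was not tested.

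CKI libraries lay above DMSO at weak CREs and below it at strong CREs. As a measure of this tilt, the median log2 difference in the highest of 5 groups of CREs was subtracted from that in the lowest, in UT libraries at 27794 CREs that neither stimulus regulated. With CREs ranked in 1 DMSO replicate and differences taken from the other, the tilt was 0.44 or more in 58 of 58 CKIs, which argues against regression to the mean as the whole cause. A scaling factor moves all CREs of a library nearly alike, and after rescaling the tilt was still 0.51 or more. Of 91 CKI libraries at or above the DMSO median of estimated reads, 6 reached the lowest DMSO contrast (6.59%), and their median contrast was 40.3, which argues against fewer reads as the whole cause. Averaged over both replicate orders, the tilt had a median of 1.45 over CKIs (0.54 to 2.82). Its presence without a stimulus is consistent with a higher background in the CKI libraries. An effect that all CKIs share would also raise the median LPS difference of 58 of 58 CKIs, and the explanations cannot be told apart, because DMSO shares no run with any CKI. The runs held 67.7% of the variance of the contrast between CKIs, so a batch that follows the runs may set part of it.

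Shuffling the compound labels within times gave at most 6664 calls after LPS and 1349 after IL-4. In each case 1 of 30 splits, the real one, gave as many calls as observed, so chance can be excluded for the totals. That does not separate the compounds from their library batches.

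CKIs with fewer reads or lower contrast had more calls. Within runs, r was -0.727 for reads and -0.814 for contrast after LPS, and -0.666 and -0.800 after IL-4. Depth and background of the libraries may therefore set part of the order of CKIs by calls, though the contrast is computed from the same values, and a strong CKI could lower the contrast itself. PH797804 has the library with the fewest reads, but without it the CKI had 14044 calls, rank 1 of 58, so this library alone is not the reason for its high number.

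Neighbours in the similarity of profiles mostly shared a run. Pairs of different families were more alike within a run than between runs by 0.0951 after LPS and 0.103 after IL-4, which argues against shared targets as the whole cause. After regressing out differences in estimated reads and contrast, pairs of the same run were still more alike by 0.0305 and 0.0329, so these measures explain part of the pattern and not all. In UT libraries at unregulated CREs, 27 of 58 nearest neighbours shared a run (permutation p 1e-05, the smallest possible), fewer than the 47 after LPS. A library batch that follows the runs is a candidate explanation. The labels do not name one, and the order of treatment or culture stays open.

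Values shuffled over the libraries of each CRE gave an MFA share of 95.2% after LPS and 97.5% after IL-4, both above the observed shares. The share of CREs perturbed by at least 1 CKI may therefore follow from the threshold and the number of CKIs, and it carries little about their action.

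JAK inhibitors lay lower than other CKIs of their run at late minus early LPS-induced CREs (permutation p 0.00167) and at IL-4-induced CREs (permutation p 0.0174). Leaving out XL413, which is in a run without JAK inhibitors, does not change these values. With the contrast regressed out within runs these were 0.00090 and 0.0104. These values argue against the runs and the contrast as the whole cause for the 6 together. At late minus early LPS-induced CREs, the permutation p within runs stayed at 0.0128 or less without any 1 of them. At IL-4-induced CREs it rose to 0.149 without Filgotinib, and to 0.0964 with the contrast regressed out, so there the difference rests largely on 1 compound. Depth was not tested separately, and the pooled LPS difference did not pass adjustment over the 3 JAK tests (0.0628). Inhibition of JAK signalling downstream of interferon feedback could lower late LPS-induced CREs, but the CREs of interferon genes showed no difference beyond chance (permutation p 0.161). Those CREs were chosen by distance to a transcription start and not by LPS induction, unlike the late and early sets. The study reported binding of IRF and STAT transcription factors at CREs lowered by all JAK inhibitors, which was not examined here. At 30 min and 1 h the interferon minus NF-kB difference was 0.24 for JAK inhibitors and 0.39 for the others, a gap of -0.148 (permutation p 0.0664, within runs 0.0599). The change of the gap from the early to the late times was 0.106 (permutation p 0.207, within runs 0.214). None of these values is beyond chance, so the part of interferon feedback stays open.

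Families resembled each other after IL-4 once run means were removed. With family labels shuffled within runs, the permutation p was 0.0024, which argues against an uneven spread of families over runs. The excess was uneven. Of 12 families, 7 lay above the other pairs, MEK by 0.394 over 3 pairs and JAK by 0.119 over 15, while p38 differed by -0.0937 over 6. Shared targets may appear in IL-4 profiles only after the run effect is removed, a hypothesis that was found and tested on the same libraries.

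The correlation of the LPS and IL-4 differences at 4 h stayed at 0.158 or more with separate UT libraries. This argues against deviations of single UT libraries as its whole cause. A property that both UT libraries have in common would stay in both differences, and it was not tested. The contrast was 94.0 and 127 in the DMSO UT libraries. In the stimulated DMSO libraries it had a median of 72.7, between 53.0 and 134.

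The CRE at Tcte3 was listed at 0 in 208 of 564 libraries, and in the others its median was 187 and its lowest value 38. With the reads that this median stands for in each library, Poisson sampling would put 0.00011 libraries at 0, which argues against chance sampling of few reads. The percent of a CKI's libraries at 0 nevertheless fell as its estimated reads rose (r = -0.814, rho = -0.798, both with permutation p 1e-05, the smallest possible; r = -0.807 without the 2 farthest CKIs). Within runs r was -0.448 (permutation p 0.0008), below 0 in 5 of 6 runs, from -0.851 to 0.383. Low depth may therefore play a part, for example through the placement of repeated reads. The 1 h IL-4 libraries of DMSO, both at 0, held 5408907 and 4782598 estimated reads. Repeated 51-base words make up 98.4% of the CRE, which is consistent with reads being placed on 1 or another of near-identical copies. The 3 runs with the fewest median reads had 60 of 95, 52 of 88 and 47 of 95 libraries at 0, and the 3 with the most had 21 of 89, 19 of 94 and 7 of 85. In 9 of 36 pairs with and without the suffix b 1 library was at 0 and the other was not. No biological explanation was tested.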
